A study of Mus musculus with 24 samples. Its data were reported in "Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model" (2021).

How the data were processed

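Liver H3K27ac ChIP-seq was analysed for male and female mice of C57BL/6J (B6) and CAST/EiJ (CAST), inbred strains of different mouse subspecies. H3K27ac is acetylation of lysine 27 on histone H3, a chromatin mark found at active promoters and enhancers. The series holds 24 samples, namely 20 livers in 4 groups of 5 and 4 input controls, with 1 input per group. All mice were 8 weeks old. Groups were taken from the sample titles. A separate strain field of the labels calls every female CAST and every male B6, which contradicts the titles of 2 of the 4 groups of livers. The study's methods and the names of the peak lists go with the titles, and the overlap of the lists was used to test the alternative reading.

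The data used here are 4 peak lists, each merged over the 5 livers of a group. As the study describes it, the authors combined the replicates of a group before peak calling and kept uniquely mapped reads. B6 reads were aligned to the mm9 reference. CAST reads were aligned to a CAST genome, and the CAST coordinates were then converted to mm9. Peaks were called with MACS2 against the input of the group, and regions on a list of known artefacts were removed. In each list the authors deposited a score per peak, a fold enrichment over background (a ratio), the −log10 of the p-value and the −log10 of the q-value. The score was checked to be the −log10 of the q-value times 10, rounded down, to within 1 unit, for 100% of peaks in every list. The lowest −log10 q-value was between 1.30 and 1.32 in the 4 lists, which corresponds to a q-value limit of 0.05. These values belong to the authors and were used here to describe, rank or filter peaks within their own list and, from the fold enrichment and the p-value, to estimate a background coverage that was compared between lists. Scores were turned into percentiles of the list, with ties broken by the p-value. The names of the peaks carry the code of a single library of each group, and the lists were taken as merged lists because their names and the study's methods call them so.

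Because the livers of a group are pooled in each list, there is no spread between replicates, and no value below has an SD. The 19 autosomes served as blocks in place of replicates, and every test compares these 4 lists, not the conditions. Read depth per liver is not given in the lists and was not analysed here. A trace of depth was recovered from the peaks themselves. Under the formulas of the peak caller, only 1 background coverage solves both the fold enrichment and the p-value of a peak, and the most common solution among peaks with −log10 p-values of 20 to 40 was read as the list's background. That window was chosen after the distributions were seen, in place of all peaks. The background was 18.6 in the B6 male list, 18.9 in the B6 female list, 18.0 in the CAST male list and 17.1 in the CAST female list, with a resolution of about 2%. Over all peaks it was 19.2, 19.5, 18.2 and 17.3 in the same order. On simulated peaks, 93.3% of 5000 solutions lay within 5% of the value they were made with. This background scales with the smaller of the ChIP and input libraries unless the authors changed that option, so it bounds the depth and does not measure it.

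The reference was NCBIM37, the assembly known as mm9, with the GENCODE vM1 annotation. No peak ran past a chromosome end, and 0 peaks lay mostly on unknown bases. Coordinates are given 1-based on this assembly. Shared peaks of the B6 and CAST male lists were compared along the chromosomes to check the conversion of the CAST coordinates: the median midpoint offset was at most 37 bp in each of 199 chromosome segments (10 equal segments per chromosome) with at least 20 shared peaks, against a median peak width of 790 bp. Because overlapping peaks cannot show a larger shift, the share of all B6 male peaks that overlap a CAST male peak was also computed per segment, and again with the CAST peaks moved by 5 or 20 kb in either direction.

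Peaks on the autosomes and X were analysed. Those on Y and on the mitochondrial chromosome were counted only, because no CAST peak lies on either. Lists were compared pairwise by the share of peaks overlapping a peak of the other list by at least 1 bp, with 95% Wilson confidence intervals, and by the Jaccard index of covered bases, which is the number of bases covered in both lists over the number covered in either. Standard errors (SE) came from a jackknife that left out each of the 20 chromosomes in turn. Overlapping peaks of all 4 lists were merged into union regions. A sex-only region of a strain was called in 1 sex of that strain and not in the other; a strain-only region was called in both sexes of 1 strain and in neither list of the other. The intervals cover counting error only.

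Differences between per-autosome values were tested with two-sided sign-flip permutation tests (100000 resamples, smallest possible p 1e-05). Tables of regions were tested with Fisher's exact test, two-sided. Concordance of direction was also tested with a sign-flip permutation test over 20 chromosomes. Shared calls were tested against the union regions called in at least 1 list of each strain. The directions of neighbouring sex-only regions at most 50 kb apart were tested one-sided with 10000 permutations of directions within chromosomes (smallest possible p 0.0001). Benjamini-Hochberg adjustment covered the 10 tests. The 10 tests and the following alternatives were fixed before the data were examined: a 50% reciprocal overlap, lists shortened to the 79862 highest-ranked peaks, the top 50% of each list, strong calls (a sex-only or strain-only call in the top 50% of its own list, with absence judged against the full other lists), merging of peaks up to 500 bp apart, fixed bins of 1 kb covered to at least 50% by a peak, autosomes only, and neighbours within 10 kb. Another 3 alternatives were chosen after seeing the data: CAST peaks in gaps of the B6 peak numbers left out, protein-coding transcript starts only, and equal list lengths combined with strong calls. The comparison of regions inside and outside promoters was added after the tests were fixed.

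Regions are named by a rule fixed before the data were examined: the 3 with the highest minimum percentile over the lists that call them among regions male-only in both strains, female-only in both strains, B6-only and CAST-only, the first among sex-only regions of 1 strain with no call in the other, and the first X region called in both female lists only. Another 22 genes, all named in the study except Xist, were listed after that rule was fixed and before the calls at these genes were looked at, and the gene body with 10 kb on each side was searched. A region outside promoters lay more than 2.5 kb from every annotated transcript start. For named regions between genes, the gene and distance given are those of the nearest transcript start of a protein-coding gene.

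Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. The code was tested on simulated data. It recovered 20000 of 20000 simulated union regions, gave the same Jaccard index as bedtools 2.31.1 (0.250), and returned an odds ratio of 15.8 for 4000 regions made with 16. Of 200 simulations without an effect, 8 passed 0.05 with Fisher's exact test, 5 with the neighbour permutation and 14 with the sign-flip test.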

Results

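H3K27ac marks were mapped by ChIP-seq in livers of male and female B6 and CAST mice, and the study asked which sex differences in regulatory elements the strains share and which are unique to 1 of them. The data are 4 peak lists, each pooled over 5 livers, so there are no replicates behind a value. The B6 male list held 79862 peaks, the B6 female list 82181, the CAST male list 90228 and the CAST female list 84645. Peaks on the autosomes and X covered 70.3 Mb in B6 males, 67.1 Mb in B6 females, 72.8 Mb in CAST males and 65.3 Mb in CAST females, between 2.47% and 2.76% of these chromosomes. The median peak width was 680 bp, 619 bp, 607 bp and 578 bp in the same order. The authors' fold enrichment over background had medians from 2.50 to 2.57. The share of peaks lying more than 2.5 kb from any annotated transcript start was 71.2% in B6 males (95% Wilson confidence interval 70.9 to 71.5), 70.9% in B6 females (70.6 to 71.2), 72.1% in CAST males (71.8 to 72.4) and 70.9% in CAST females (70.6 to 71.2). With starts of protein-coding transcripts only, which was chosen after the data were seen, the shares rose to between 73.7% and 75.01%.

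The Y chromosome checked the sex labels in B6 only. There were 39 Y peaks in the B6 male list and 0 in the B6 female list, and 0 in both CAST lists. On X, 1125 peaks were called in B6 males, 1356 in B6 females, 1270 in CAST males and 1390 in CAST females. The X region with the highest rank in both female lists and no call in either male list lay at X:47976160-47976508, in an intron of the lincRNA gene 6720401G13Rik (ENSMUSG00000085396.1). Its score stood at the 82.2nd percentile of the B6 female list and at the 83.6th percentile of the CAST female list.

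The first comparison asked how far the lists resemble each other within a strain and within a sex. In B6, 78.5% of male peaks overlapped a female peak (95% Wilson confidence interval 78.3 to 78.8; jackknife SE 0.304) and 79.4% of female peaks overlapped a male peak (79.1 to 79.6; SE 0.238). In CAST, 74.6% of male peaks (74.3 to 74.9; SE 0.246) and 82.5% of female peaks (82.3 to 82.8; SE 0.244) were shared. Between strains, 79.7% of B6 male peaks overlapped a CAST male peak and 72.7% of CAST male peaks overlapped a B6 male peak, with SEs of 0.252 and 0.263. Fewer female peaks were shared between strains, 71.3% of the B6 list and 71.2% of the CAST list (SE 0.312 and 0.324). The overlap rule moved these shares most: when at least 50% of both peaks had to overlap, they fell to between 51.5% and 63.3%.

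By covered bases, the same-strain pairs ranked highest. The Jaccard index was 64.3% for B6 males against B6 females (SE 0.266) and 63.7% for CAST males against CAST females (SE 0.222). It was 60.1% for the male lists of the 2 strains (SE 0.296) and 54.1% for the female lists (SE 0.330). Lists of the same strain shared more covered bases than lists of the same sex on 19 of 19 autosomes. The mean difference was 6.98 percentage points with a range of 6.14 to 8.12 (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give, adjusted p = 1.43e-05). Lists of 1 strain were also aligned to the same genome, so strain and processing cannot be separated here. Male and female lists overlapped more in B6 than in CAST on 17 of 19 autosomes, by 0.614 percentage points on average (two-sided sign-flip permutation test, p = 0.00035, adjusted p = 0.00035). That difference changed sign, to -0.812, when all lists were shortened to the 79862 highest-ranked peaks (permutation test, p = 0.00012).

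**Figure D1:**
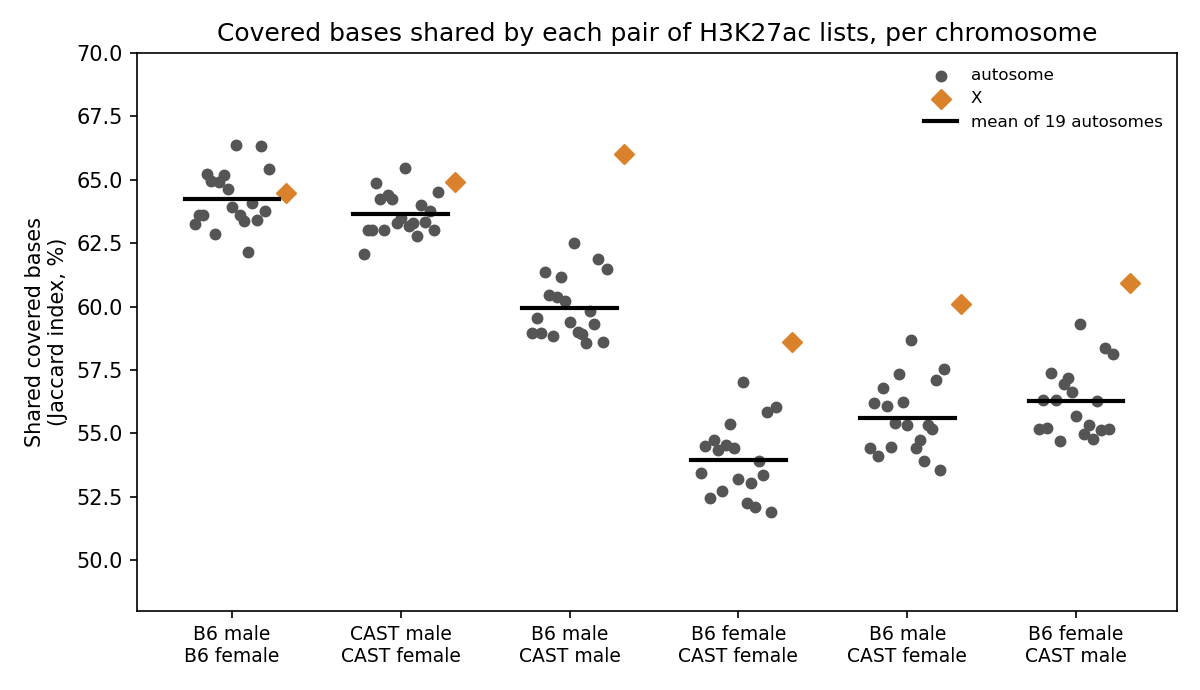
Jaccard index of covered bases (percent, y axis) for each of the 6 pairs of lists (x axis); gray points are the 19 autosomes, black lines their mean and orange diamonds chromosome X, and the y axis does not start at 0. The same-strain pairs have the highest autosomal means, chromosome X is highest for the male lists of B6 and CAST (66.0%), and the lists of B6 and CAST females share the fewest bases, 54.1% over all chromosomes.

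The 4 lists merged into 119348 union regions, of which 48266 (40.4%) were called in all lists and 38646 (32.4%) in a single list. The regions called in all lists had a median width of 1360 bp, whereas the median width of single-list regions was between 290 bp and 305 bp. Regions called in all lists lay outside promoters in 62.5% of cases (95% Wilson confidence interval 62.1 to 62.9, jackknife SE 1.41). For sex-only regions of 1 strain with no call in the other, which are the single-list regions, the share was 86.5% (86.1 to 86.8, SE 0.850). It was also high for strain-only regions (82.7%) and for regions sex-only in the same sex of both strains (85.2%). The contrast is thus not particular to sex-only calls. Distance ran from the edge of a region, so wide regions reach a transcript start more easily.

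The next question was how many regions were called in 1 sex only. In B6, 31753 of 90969 called regions were sex-only, which is 34.9% (34.6 to 35.2). In CAST, 34373 of 96765 were sex-only, or 35.5% (35.2 to 35.8). Sex-only regions were mostly low-ranked calls. Their median percentile in the list that called them was 17.6 for B6 male-only, 16.9 for B6 female-only, 18.8 for CAST male-only and 16.2 for CAST female-only regions, and between 4.31% and 5.98% of them lay in the top 50% of their list. Of the B6 male peaks in the lowest of 10 equal score bins, 34.2% were also called in B6 females, and of those in the highest bin 99.96% were. The counts therefore measure where peaks crossed the authors' threshold, not a tested difference in signal. Strong calls reduced them most, to 870 male-only and 695 female-only regions in B6 and to 1243 and 586 in CAST.

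**Figure D2:**
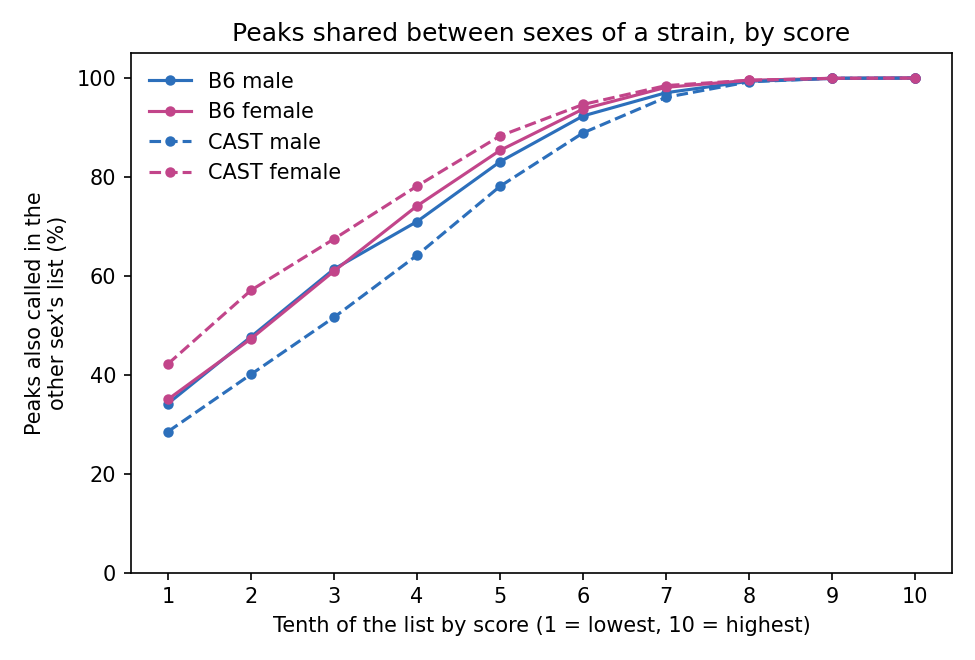
Share of peaks of a list that overlap a peak of the other sex of the same strain (percent, y axis) by bin of the authors' score (x axis, 10 equal bins, 1 is lowest), for the 4 lists as coloured lines. The share rises from between 28.5% and 42.2% in the lowest bin to at least 99.91% in the highest.

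The direction of sex-only calls was then compared between strains. B6 had 15850 male-only and 15903 female-only regions, a female-only share of 50.1%. The B6 counts were also close in the top 50% of each list (5140 and 5098) and with peaks up to 500 bp apart merged (11455 and 11378). They were not close at equal list lengths, among strong calls, where the share was 44.4%, or in fixed bins of 1 kb (14168 male-only and 9890 female-only). CAST had 20773 male-only and 13600 female-only regions, a share of 39.6%. The share was lower in CAST on 19 of 19 autosomes, by a mean change of -10.5 percentage points with a range of -14.4 to -7.54 (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give; adjusted p = 1.43e-05). With all lists shortened to the same length the mean difference over the 19 autosomes was 0.0366 percentage points (permutation test, p = 0.932). The pooled counts were then 16406 male-only and 14347 female-only regions in B6 and 15052 and 13073 in CAST.

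On X the share was higher. Female-only regions made up 69.9% of the sex-only regions on X in B6 (339 female-only and 146 male-only), against 49.8% on the autosomes (odds ratio 2.34, 95% confidence interval 1.93 to 2.85; Fisher's exact test, p = 5.68e-19, adjusted p = 1.42e-18). In CAST they made up 59.4% on X (287 and 196), against 39.3% on the autosomes (odds ratio 2.26, 1.88 to 2.72; Fisher's exact test, p = 1e-18, adjusted p = 2.01e-18). X ranked 1 of 20 chromosomes in both strains, above every autosome (46.1% to 52.5% in B6, 36.3% to 41.9% in CAST). Equal list lengths kept the odds ratios above 1, at 2.43 in B6 and 1.90 in CAST.

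**Figure D3:**
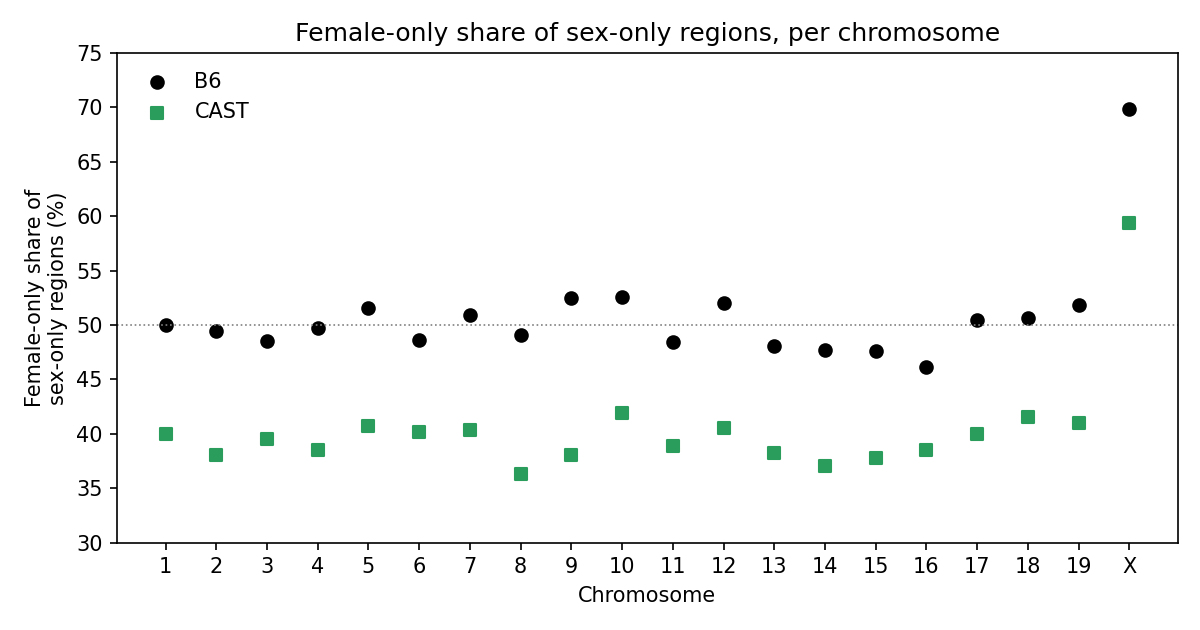
Female-only share of sex-only regions (percent, y axis, not starting at 0) on each chromosome (x axis) for B6 (black circles) and CAST (green squares); the dotted line marks 50%. The autosomes lie between 46.1% and 52.5% in B6 and between 36.3% and 41.9% in CAST, and X lies above them in both strains.

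The study asked which sex differences are shared between strains. Of the 31753 sex-only regions of B6, 23.2% were also sex-only in CAST, and of the 34373 in CAST 21.4% were also sex-only in B6. There were 7360 regions that were sex-only in both strains: 2807 were male-only in both, 1472 female-only in both, 1104 male-only in B6 and female-only in CAST, and 1977 female-only in B6 and male-only in CAST. The direction was thus the same for 4279 of them, or 58.1% (95% Wilson confidence interval 57.0 to 59.3), whereas the margins alone gave 50.9%. The odds ratio was 1.89 (1.72 to 2.09; Fisher's exact test, p = 1.98e-38, adjusted p = 6.59e-38). The observed share exceeded the share expected from its margins on 20 of 20 chromosomes, by 7.06 percentage points on average (two-sided sign-flip permutation test, p = 1e-05). Strong calls moved this result most. Among 165 regions with a strong sex-only call in both strains, 80.6% had the same direction, and the odds ratio was 16.7.

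Calls of 1 direction were shared more often than independence would give. Over 68386 regions called in both strains, 2807 were male-only in both where 1117 were expected (odds ratio 4.29, 95% confidence interval 4.07 to 4.52). For female-only calls, 1472 were observed and 347.6 expected (odds ratio 7.82, 7.28 to 8.39). Fisher's exact test gave p-values too small to be represented for both. Opposite directions exceeded independence too, though by less: the odds ratio was 3.13 (2.91 to 3.37) for male-only in B6 with female-only in CAST and 3.67 (3.46 to 3.90) for the reverse. Most sex-only regions had other states in the other strain. No call in either CAST list was found for 48.5% of B6 male-only and 62.4% of B6 female-only regions, and no B6 call for 54.9% of CAST male-only and 70.8% of CAST female-only regions.

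**Figure D4:**
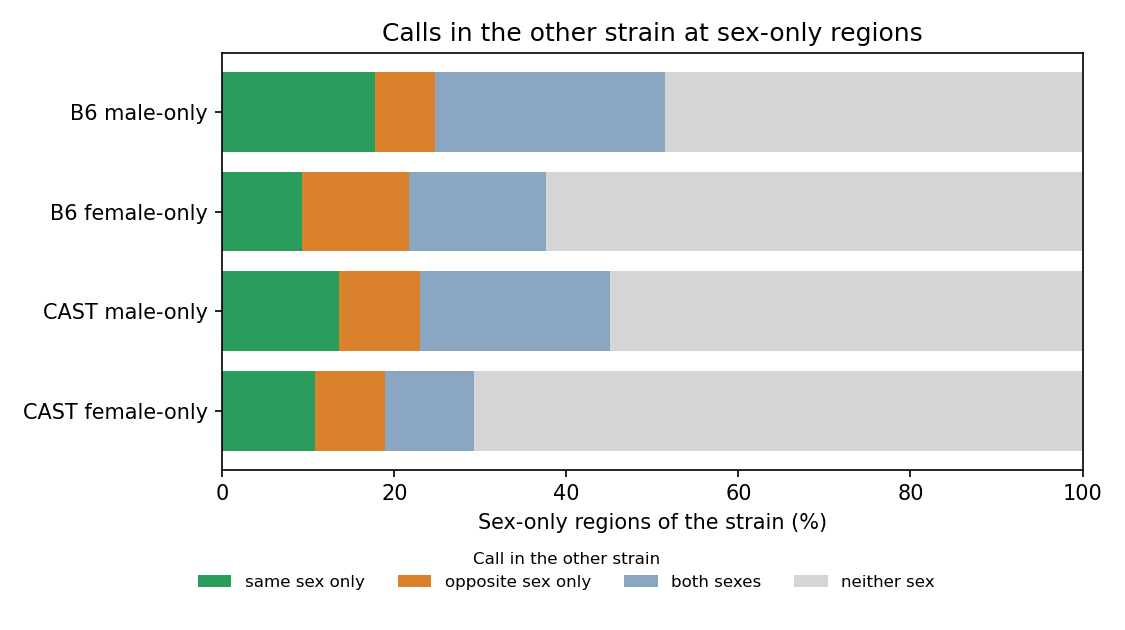
Calls in the other strain (coloured parts of each bar, percent on the x axis) at the male-only and female-only regions of B6 and CAST (y axis). Regions with the same direction in the other strain make up between 9.26% (B6 female-only) and 17.7% (B6 male-only) of a bar, and regions with no call there between 48.5% and 70.8%.

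The named regions show what these classes hold. The highest-ranked region that was male-only in both strains lay at 1:135404123-135405735, between genes and 83.2 kb from the transcript start of Sox13, with fold enrichments of 4.79 in B6 males and 4.68 in CAST males. The next was at 2:34657469-34658062, 2.04 kb from the start of Rabepk (2.67-fold and 2.77-fold over background). The third was at 17:18458867-18460639 in an intron of Vmn2r93, ENSMUSG00000079698.5 (3.84-fold and 5.22-fold). Among regions female-only in both strains, the first was the X region in 6720401G13Rik given above, with fold enrichments of 4.37 in B6 females and 4.39 in CAST females. The second lay 123 kb from Olfr1324 at X:47903156-47903784 (8.78-fold and 4.71-fold) and the third at 8:92095412-92096626, 384 kb from Gm5356 (4.47-fold and 4.87-fold). The first lay 196 kb from the same start of Olfr1324. These 2 regions on X thus lie near each other and may not be independent examples.

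Strain-only regions were called in both sexes of 1 strain and in neither list of the other. There were 4972 in B6, 8.40% of the regions called in both sexes of B6, and 7344 in CAST, 11.8% of those called in both sexes of CAST. Equal list lengths brought the counts to 5809 and 5945. In fixed bins of 1 kb there were 5030 B6-only and 4901 CAST-only bins, so the excess in CAST was not kept there. Under the other alternatives computed for these counts, CAST-only regions stayed more numerous. The B6-only region with the highest rank was at 4:154271905-154273790 over a transcript start of 2810405K02Rik (ENSMUSG00000029059.3), including coding and UTR exon sequence, with fold enrichments of 5.66 in males and 6.56 in females. The next, at 9:21968960-21969805, lay between genes and 7.57 kb from Pigyl (6.46-fold and 6.29-fold). The third, at 6:88055533-88056946, lay 21.1 kb from Rpn1 (5.53-fold and 5.49-fold). The highest-ranked CAST-only regions were at 2:98506437-98507613 (coding exon of Gm10800), 17:3083757-3084547 (exon of the processed transcript Pisd-ps2) and 9:35112805-35113272 (between genes, 23.4 kb from Gm5614), with fold enrichments between 27.2 and 37.1. All 3 lie where peak numbers are missing from both B6 lists, so the missing B6 calls there cannot be read as a strain difference.

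The first sex-only region of a strain with no call in the other strain had a limit of its own in 3 of the 4 classes. These were 19:38195398-38195675 in an intron of Rbp4 (B6 male-only), 1:90117149-90117401, 6.16 kb from Heatr7b1 (B6 female-only), and 2:103320456-103320690 in an intron of Cat (CAST female-only). Their scores ranked at the 90.0th, 96.6th and 96.5th percentile of their list, but their fold enrichments were 1.06, 1.12 and 1.01, values that would need a background coverage above that of any peak outside a group of 12 such peaks. The CAST male-only region, at 17:36621626-36621903 and 22.3 kb from H2-M10.4, had a fold enrichment of 12.9. A fold enrichment of at least 1.5 was then required, a limit chosen after the values were seen. The first regions were then 10:28763991-28764578 (B6 male-only, 5.16-fold, 57.9 kb from 2310057J18Rik), 19:3957932-3959262 (B6 female-only, 4.73-fold, 6.64 kb from 1700055N04Rik) and 11:119973274-119973522 in an intron of Slc38a10 (CAST female-only, 1.95-fold). The Slc38a10 region ranked at the 94.0th percentile, yet its fold enrichment was below the list's median of 2.57. The limit of 1.5 may therefore not have removed every peak of this kind.

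Neighbouring elements were compared because the study described coordinated sex differences over adjacent elements. Of 23010 consecutive pairs of sex-only regions at most 50 kb apart in B6, 52.8% had the same direction, against 50.1% under permutation within chromosomes. In CAST the shares were 54.7% of 25727 pairs and 52.3%. Both exceeded the permutations (one-sided permutation test, p = 0.0001, the smallest it can give; adjusted p = 0.000111). The excess was 2.65 percentage points in B6 and 2.43 in CAST. In fixed bins of 1 kb a wide peak can count as several neighbours, which inflates this measure. Strong calls raised it most, to 34.0 percentage points over 193 pairs in B6 and 22.1 over 295 pairs in CAST.

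Calls were also counted at 22 genes, over the gene body and 10 kb on each side. All but Xist, an X-linked gene added here, are named in the study. Male-only calls outnumbered female-only calls in both strains at 6 genes, and the reverse held in both strains at 4. The strains leaned to opposite sexes at 4 genes, and at 8 at least 1 strain leaned to neither. The genes given next were chosen after their values were seen. At Cux2 (ENSMUSG00000042589.9, 5:122308396-122500111), 13 regions were female-only and 1 male-only in B6, and 12 were female-only and 1 male-only in CAST. At Moxd1 (ENSMUSG00000020000.7, 10:23943323-24022596), 11 regions were male-only and 0 female-only in B6, against 12 and 1 in CAST. The counts pointed in opposite directions at Cyp4a14 (ENSMUSG00000028715.2, 4:115158805-115168747), with 2 male-only and 0 female-only regions in B6 and 0 and 3 in CAST. The highest-ranked call within 1 kb of its transcript start ranked higher in females of both strains, at percentile 86.3 against 73.8 in B6 and 73.4 against 56.0 in CAST. At Sult3a1 (ENSMUSG00000069668.2, 10:33583741-33599322), 13 regions were called in CAST females and 6 in CAST males, against 2 in each sex of B6. At Gstp1 (ENSMUSG00000060803.3, 19:4035411-4037921) all 6 regions were called in every list, so presence or absence of a peak showed no sex difference there. At Xist (ENSMUSG00000086503.1, X:100655714-100678556), 3 regions were female-only and 0 male-only in CAST, against 0 and 0 in B6. Within 1 kb of its transcript start, the highest-ranked call stood at percentile 84.65 in CAST females, and CAST males had no call. In B6 both sexes had a call there, at percentile 81.0 in females and 61.3 in males. No test was made for single genes.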

Values the study reported

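The study reported about 2,000 robust sex-biased H3K27ac regions in livers of each strain, found by a differential test on reads. Of 2,288 such regions in B6, 441 were shared with CAST, and 431 of the 441 (98%) had the same direction, 198 of them female-biased and 233 male-biased. Split by direction, the B6 regions comprised 1,256 male-biased and 1,032 female-biased ones, and the 2,571 sex-biased regions in CAST comprised 795 male-biased and 1,776 female-biased ones. It gave the strain-shared portion of sex-biased H3K27ac regions as 17–19%. About 80% of all elements it identified were placed outside promoters, at more than 2.5 kb.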

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

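Tests of the strain difference in direction at calls of high rank, of pooled depth, of the overlap difference at equal list lengths, of the sex of the CAST male list and of the Y and mitochondrial peaks were chosen after the results they bear on were seen; the test that combined equal list lengths with strong calls was set before it was run, but after each of these alternatives alone had been seen.

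The direction of sex-only calls differed between strains: the female-only share was -10.5 percentage points in CAST relative to B6. Weak calls near the threshold of the peak caller do not account for all of it. Among calls in the top 50% of their list, the mean difference over the 19 autosomes was still -12.9 percentage points. The CAST male list is the longest of the 4, and shortening the lists removed the difference. All lists were also shortened to 79862 peaks with the added rule that a call had to be in the top 50% of the shortened list. The mean difference over the 19 autosomes was then 0.345 percentage points (two-sided sign-flip permutation test, p = 0.858). The female-only shares of the pooled regions were 39.5% in B6 and 40.7% in CAST. The loss of the difference does not show that list length is the cause. Male-only minus female-only regions equals the regions called in the male list minus those called in the female list, so equal lengths draw the strains together whatever made a list longer. Strong calls loosen that tie but do not remove it. What made the CAST male list longer stays open. The background coverage of the CAST male list was 1.06 times that of the CAST female list, whereas the B6 ratio was 0.982 and thus within the resolution of the estimate. Depth and a sex difference in CAST livers cannot be told apart from these ratios, because reads per library were not used here and there is only 1 list per group. A biological difference between CAST males and females remains possible and was not tested here. The male lean in CAST is one of calls and not of tested regions: the study's differential test on reads, quoted above, leaned to females in CAST and to males in B6, the opposite of the strain difference found here.

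The overlap of male and female lists also differed between strains, by 0.614 percentage points of the Jaccard index in favour of B6. At equal list lengths it was -0.812 percentage points, in favour of CAST. Unequal list lengths may therefore set the direction of this small difference, while a sex difference that is larger in 1 strain remains untested.

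Peaks outside the chromosomes compared above were found in B6 only: 39 on Y in the B6 male list, 0 in the B6 female list, and 5 on the mitochondrial chromosome in each B6 list. The CAST lists together held 0 peaks on either chromosome. A CAST male list made from females would lack Y peaks too, but then directions in CAST would be unrelated to those in B6, and their odds ratio among strong calls was 16.7 (95% confidence interval 7.49 to 37.1). This odds ratio was taken as the deciding value only after a test on X, written for the purpose, left the question open: of 27 X regions with a strong female-only call in B6, 12 were called in CAST males and 17 in CAST females (exact McNemar test, two-sided, p = 0.267). Calls at Xist, given above, leaned to females in CAST, but in B6 0 regions there were sex-only. This was 1 gene and was not tested. Peaks on Y and on the mitochondrial chromosome may have been left out when CAST coordinates were placed on mm9. Alternatively, the CAST genome may have lacked these chromosomes. With 0 peaks in both lists these explanations cannot be told apart. No biological explanation was tested for the mitochondrial peaks.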

How the results depend on the processing

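No paired analysis was possible because each list pools the 5 livers of its group and carries no replicate numbers. Leaving out replicates in turn could not be done for the same reason, and the lists alone do not show how much depth limits a call.

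Of the 54 values of tested results under alternatives, 51 kept their direction and their side of 0.05. The 3 exceptions all shortened the lists to a common length. At equal list lengths the overlap difference between strains was -0.812 percentage points and the female-only share difference 0.0366; with strong calls in addition, an alternative chosen after the data were seen, the latter was 0.345. The loss of the share difference is largely set by the construction, since equal lengths limit how far male-only and female-only counts can differ. The cause of the reversed overlap difference was not tested beyond list length. Under the other alternatives the female-only share difference ranged from -15.6 to -6.40. Strain against sex overlap ranged from 6.98 to 8.28 percentage points. The odds ratio of direction between strains ranged from 1.66 with fixed bins to 16.7 with strong calls, that of shared male-only calls from 3.51 to 11.2 and that of shared female-only calls from 5.08 to 34.2. The X odds ratios ranged from 1.63 to 2.75 in B6 and from 1.51 to 2.89 in CAST, and the neighbour excess from 2.19 to 34.0 percentage points in B6 and from 1.78 to 22.1 in CAST.

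Shares of shared peaks moved beyond their counting intervals under the 50% reciprocal overlap, at equal list lengths and in the top 50% of each list, the alternatives they were computed for, except for B6 female peaks shared with CAST females at equal list lengths (71.3%). Apart from the reciprocal rule, which is stricter by construction, the cause was not tested. With a 50% reciprocal overlap, 62.4% of B6 male and 60.7% of B6 female peaks were shared between sexes, as were 59.4% of CAST male and 63.3% of CAST female peaks; between strains the shares were 61.2% (B6 male), 54.2% (CAST male), 53.0% (B6 female) and 51.5% (CAST female). At equal list lengths they were 77.9%, 80.9%, 79.0% and 82.3% between sexes and 76.5%, 78.3% and 73.3% between strains for B6 male, CAST male and CAST female peaks. In the top 50% of each list they were 86.7%, 87.2%, 82.3% and 90.4% between sexes and 86.8%, 79.2%, 79.0% and 78.7% between strains. In that setting both peaks had to be in the top 50%.

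Counts moved by more than 1.5 times when fewer calls were allowed. In the top 50% of each list there were 5140 male-only and 5098 female-only regions in B6, 7469 and 3843 in CAST, 28340 regions in all lists, 2427 B6-only and 3907 CAST-only regions. Strong calls left 870 and 695 sex-only regions in B6, 1243 and 586 in CAST, 613 B6-only and 1385 CAST-only regions. Fixed bins gave 9890 female-only bins in B6 and 8285 in CAST, against 14168 and 15677 male-only bins, so B6 also leaned to males there; in bins, narrow peaks are lost by construction. The counts under fewer allowed calls fall by construction too. Leaving out CAST peaks in the peak-number gaps of both B6 lists (701 male and 704 female peaks), also chosen after the data were seen, left 6763 CAST-only regions and an odds ratio of direction of 1.89.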

Other observations

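The tests of the high-ranked calls with a fold enrichment near 1, of chance loss of weak regions and of a shift of CAST coordinates were chosen after the values were seen; the others below were set before.

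The share of sex-only regions with the same direction in both strains was 58.1%. That is lower than the value quoted from the study above. The number of sex-only regions here was 31753 in B6 and 34373 in CAST. That is higher than the number quoted from the study above. The female-only share of sex-only regions in CAST was 39.6%. That is lower than the share that follows from the counts quoted from the study above. The classes differ, since a call in 1 list only is no test of a difference in reads. Chance loss of weak regions from lists would make opposite directions as common as equal ones, and the odds ratio of 1.89 excludes it as the whole cause. It may still account for a large part, since opposite directions exceeded independence with odds ratios of 3.13 and 3.67. A GC bias that differs between male and female libraries was tested as another cause: within 5 equal classes of GC content the odds ratio of direction was 1.93 (jackknife 95% confidence interval 1.72 to 2.15), which argues against it.

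The strain field of the labels would make the male lists 1 strain and the female lists the other. Lists of the same strain by title shared 6.98 percentage points more of their covered bases than lists of the same sex. This goes with the titles but does not settle the question, because lists named for 1 strain were also aligned to the same genome. Shared processing could make such lists more alike even if the strain field were right. The female lists of the strains were the least similar pair of all 6, with a Jaccard index of 54.1%, below the pairs that differed in both sex and strain (55.8% and 56.4%). This was not tested, and no explanation was tested for it.

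Peak numbers have gaps in the B6 lists, with 599 numbers missing in males and 579 in females, and none in the CAST lists. A candidate explanation for the highest-ranked CAST-only regions is that regions removed from the B6 lists were left in the CAST lists. Of the 100 highest-ranked CAST-only regions, 95% lay inside gaps of both B6 lists, against 6.71% of the 7244 others (Fisher's exact test, p = 6.18e-101). The values are consistent with a filter applied to B6 and not to CAST. Outside the gaps, the first CAST-only regions were at 6:103599053-103599280 in an intron of Chl1 (33.8-fold in males, 36.3-fold in females), at X:166423792-166425233 over a coding exon of Mid1 (12.1-fold and 14.2-fold) and at 2:22443980-22445371 in an intron of Myo3a (10.0-fold and 9.11-fold); they were chosen after their values were seen. The fold enrichments in Chl1 lie within the 27.2 to 37.1 of the 3 highest-ranked regions in the gaps. An unfiltered artefact is therefore not ruled out. Whether these regions are artefacts or CAST sequence differences was not tested.

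In the 4 lists, 12 peaks above the 80th percentile of score had a fold enrichment under 1.2. The background coverage that would solve both values was at least 25658 for them, and 0 other peaks of the 335591 with a solved background reached that value. The fold enrichment and the p-value of these peaks may have been taken at different positions, or 1 of them is wrong. The test cannot decide this, because peaks chosen for a low fold enrichment at a high score must give a high background. No biological explanation was tested. These peaks head 3 of the 4 classes of sex-only regions with no call in the other strain, so a ranking by score alone puts them first.

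The female lean of X could come from weaker signal over the single X of males, which would lose weak peaks first. Among strong calls the odds ratio was still 2.16 in B6 (95% confidence interval 1.15 to 4.04; Fisher's exact test, p = 0.0187) and 2.89 in CAST (1.65 to 5.07; p = 0.000214). These tests rest on few X regions, 27 female-only and 16 male-only in B6 and 29 and 22 in CAST. They also treat regions as independent, whereas 85.5% of neighbouring strong sex-only regions in B6 shared a direction, against 51.5% under permutation. In CAST the shares were 78.6% and 56.6%. In the top 50% of each list the odds ratios were lower, at 1.63 in B6 and 1.51 in CAST. The strong calls thus lean against the loss of weak peaks as the whole cause but do not settle it. A drop in male signal large enough to remove strong peaks stays open, as does a sex difference in H3K27ac on X.

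Neighbouring sex-only regions might share a direction because 1 broad domain was split into pieces, or because GC bias varies along chromosomes. Neighbours 10 to 50 kb apart still exceeded permutation, by 3.08 percentage points in B6 and 3.04 in CAST, and with directions permuted within the 5 GC classes the excess was 2.50 in B6 and 2.39 in CAST (one-sided permutation tests, p = 0.0001, the smallest they can give). Both technical explanations are thus disfavoured, and coordinated change of elements over 10 to 50 kb remains as a hypothesis, found and tested on the same lists.

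A shift left over from the conversion of CAST coordinates would lower the overlap of B6 and CAST male peaks in the stretch it covers. In 200 chromosome segments, 10 per chromosome, between 37.04% and 91.4% of B6 male peaks overlapped a CAST male peak. With the CAST peaks moved by 5 or 20 kb the share was at most 26.4%. The lower 95% Wilson limit lay above that value in 199 of the segments. The exception was a segment of chromosome 14, where 20 of 54 peaks overlapped and the limit was 25.4%; there a shift and strain differences in peaks cannot be told apart, because the peaks are few. Shifts over stretches much shorter than a segment were not tested, and no biological explanation was tested for the low share.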
